A study of Mus musculus with 12 samples. Its data were reported in "A Cre-conditional MYCN-driven neuroblastoma mouse model as an improved tool for preclinical studies" (2014).

How the data were processed

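The series holds 12 one-colour Affymetrix whole-genome mouse arrays of cultured mNB-A1 cells, 6 treated with 0.005% DMSO, 3 with 500 nM JQ1 and 3 with 500 nM MLN8237, each for 24 h. Groups and replicate numbers were taken from the sample titles. The doses are those given with the samples. The study's methods name a lower dose of each compound, for cells seeded on plates and measured for viability. The deposited values are log2 signals per probe set that the authors normalized between arrays, with RMA and Partek 6.6 named in the submitters' processing notes. The study's methods name gcRMA for its arrays, and the files do not settle which was used. The values ran from 2.67 to 14.96, array medians from 6.10 to 6.18, and they were used as deposited, without further normalization. Arrays carry no read depth, and their number limits the precision. The signal near the end of the Actb transcript minus that near its start, a sign of RNA quality, averaged 0.51 in DMSO, 0.40 with JQ1 and 0.43 with MLN8237.

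Probe sets were named from the platform annotation of 2016, with symbols brought up to date through Entrez identifiers. Of 45101 probe sets, 34945 name 1 gene, 932 name several, 9160 name none and 64 are controls, and no gene was named from a probe set with several. Probe sets at log2 5 or more on at least 3 of the 12 arrays were kept (26915 of those naming 1 gene), and each gene was represented by its probe set with the highest mean over all arrays, as the study's methods state. This left 14597 of 18193 genes. No coordinates were used, since no genome build applies to these files.

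Genes were tested with limma 3.58.1 in R 4.3.3, by lmFit and eBayes on all 12 arrays with 1 mean per group and no covariate, for JQ1 against DMSO, MLN8237 against DMSO and JQ1 against MLN8237. The study's methods name rank products for differential expression. Limma was chosen as the main test, and rank products were run as an alternative, whose counts stand beside limma's. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called, and those with an absolute log2 fold change of 1 or more were counted again as 2-fold. Adjusted p-values of genes are limma's. Where a group mean lay under log2 5, named changes were computed with that mean set to 5, as bounds. Gene lists, 34 in all, were written before the data were examined, as were the tests, the rule for named genes and most alternatives. The 32 lists with at least 5 measured members were tested with camera at a preset correlation of 0.01, adjusted over the lists, which asks whether a list moved relative to the other genes. The MYCN signature score was the mean percentile rank of the list on each array, compared by an exact two-sided permutation test. For each list, members were also counted with p-values adjusted over the list alone. Lists of Schwann and glial, adrenal cortex, fibroblast, endothelial and leukocyte markers stood for other cell types.

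Named genes were the 8 largest rises and 8 largest falls per compound (5 and 5 between the compounds) among called genes whose groups did not overlap, clone and model names left out, the 3 called members of each list with the largest change, and 19 genes fixed by name. Brd4, Casp3 and Phox2b of these were not analysed here, because no probe set names them alone. The array sets were found from the largest gap in the mean level of 9 hybridization spike-in probe sets. Own values came from fits of the arrays of 1 set, or, between the compounds, from the fit of all arrays with the set as a block. Controls are shared by the 2 compounds, so the similarity of the responses was also computed with 100 simulated pairs of unchanged groups and with the DMSO arrays divided.

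The procedure was tested on simulated data with the real means and spreads of 14597 genes, of which 200 were changed, in 5 runs. For JQ1 against DMSO it found 85.4% of changes of log2 0.5 and 99.8% of changes of log2 1, for MLN8237 against DMSO 81.4% and 99.8%, and for JQ1 against MLN8237 74.6% and 98.4%. The false share of calls averaged 5.4%, 5.61% and 6.81%. In each comparison 5 of 5 shifted and 0 of 5 unshifted random lists had an unadjusted camera p under 0.05. Genes were drawn independently and without array sets. The real lists had a median estimated correlation of 0.11, so these runs do not show how often camera errs on them. Alternatives tried were no filter and a filter at log2 6, the mean over a gene's probe sets, every probe set separately, leaving out cross-hybridizing probe set types, centring or quantile normalization, fits of the compared groups alone, a trended and robust eBayes, array weights, rank products, the t-test of the study's methods, subsets of the DMSO arrays, the replicate number as a block, each array left out in turn, camera with an estimated correlation, and fry. The array set as a block, alone and with an estimated correlation, fits within a set, and both renormalizations for the lists were added after the data were seen. The estimated correlation and fry are described with the results they change. Probe sets without a single gene name were left out of the gene tests.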

Results

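Gene expression was measured in mNB-A1 cells, a line explanted from a neuroblastoma of a transgenic mouse whose tumours are driven by human MYCN. The cells were treated for 24 h with 500 nM JQ1, an inhibitor of the BET bromodomain proteins, with 500 nM MLN8237, an inhibitor of the kinase Aurora A, or with 0.005% DMSO, the solvent. RNA was read on 12 arrays, 6 for DMSO, 3 for JQ1 and 3 for MLN8237, and this number limits the precision. Array medians lay between 6.10 and 6.18 on the log2 scale, and 14597 genes were tested. The labels do not state that replicates were separate cultures, so each p-value below measures only the spread between these samples. Levels are mean log2 signals ± SD, with n = 3 for each treated group and n = 6 for DMSO, and fold changes are on the log2 scale unless given as a fold. A group mean under log2 5, the level of the filter, was not taken as above background but set to 5, and the change is then marked bound or written as at least so many fold.

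The arrays formed 2 sets that the labels do not name. The mean level of the 9 hybridization spike-in probe sets, which carry no cell RNA, was 11.65 ± 0.04 on DMSO replicates 1 to 3 and 11.64 ± 0.12 on the JQ1 arrays, against 11.14 ± 0.06 on DMSO replicates 4 to 6 and 11.17 ± 0.09 on the MLN8237 arrays (SD, n = 3 each). Between the DMSO arrays of these sets 1894 genes differed, 1144 of them higher on replicates 4 to 6, with a median absolute difference of 0.29 and 8 genes at 2-fold or more. Camera also called gene lists between them (adjusted p = 4.5e-04 to 0.0289). Ribosome biogenesis, nucleotide synthesis, DNA replication, mitosis, mesenchymal, amino acid stress, immediate early and fibroblast genes were higher on replicates 4 to 6. Oxidative phosphorylation and interferon genes were lower there. Changes of named genes and list medians are therefore given with a value marked own, taken against the 3 DMSO arrays of the same set. For JQ1 against MLN8237, own is the difference between these 2 responses. In brackets that open with bound, own is a bound too.

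Whether inhibition of BET proteins or of Aurora A lowers the MYCN programme was asked first with a published signature of MYCN-regulated genes, defined on human neuroblastomas and not on these samples. The signature score, the mean percentile rank of its 45 measured members on an array, was 74.95 ± 0.12 in DMSO (SD, n = 6), 71.53 ± 0.12 with JQ1 (SD, n = 3) and 72.10 ± 0.31 with MLN8237 (SD, n = 3). The change was -3.42 points of percentile rank with JQ1 (own -3.34) and -2.85 with MLN8237 (own -2.93), and each treated array lay below each DMSO array. The exact two-sided permutation test gave p = 0.0119 for each compound, the smallest p that 84 splits allow, and 0.0179 after adjustment for 3 comparisons. These splits exchange arrays between the sets, and within a set 3 against 3 arrays allow no p under 0.10, so the threshold cannot be reached there. Between JQ1 and MLN8237 the score differed by -0.57 (own -0.41), with exact p = 0.10, the smallest that 3 against 3 arrays allow.

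**Figure D1:**
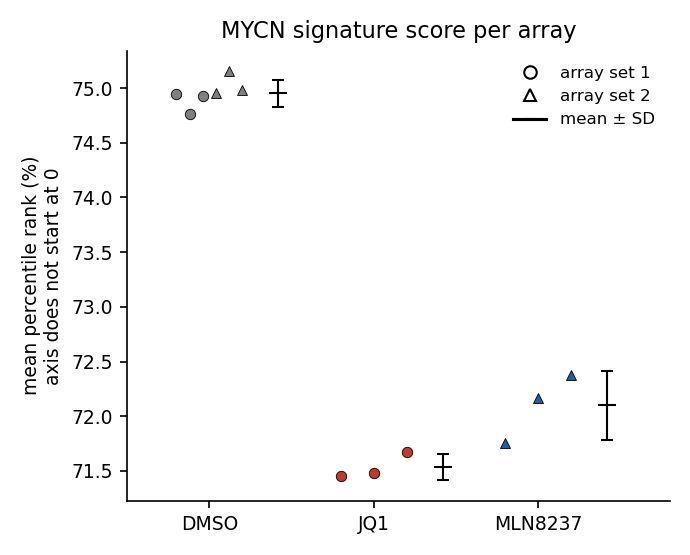
MYCN signature score on each array, as the mean percentile rank in percent of 45 genes among 14597, for 6 DMSO, 3 JQ1 and 3 MLN8237 arrays, with group mean and SD. The DMSO scores average 74.95 and the JQ1 and MLN8237 scores 71.53 and 72.10, and no treated array reaches a DMSO array.

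Within the signature, 30 of 45 measured members fell and 3 rose (31 and 3 adjusted over the list alone) with JQ1, among them Srm (-1.11, own -1.08), Slc25a26 (-1.08, own -1.13) and Ruvbl1 (-0.89, own -0.94), which encode spermidine synthase, a mitochondrial carrier of S-adenosylmethionine and an ATPase of chromatin remodelling complexes. With JQ1 the signature had a median log2 fold change of -0.30 (own -0.28) with a camera adjusted p = 1.9e-05, but adjusted p = 0.273 with an estimated correlation (8.5e-07 to 0.298 over all camera alternatives). With MLN8237, 29 of 45 measured members fell and 4 rose (33 and 4 adjusted over the list alone), among them Suv39h2 (-0.95, own -0.89), Nt5dc2 (-0.91, own -0.82) and Slc16a1 (-0.79, own -0.92), the first a histone methyltransferase and the last a lactate carrier. With MLN8237 the signature had a median log2 fold change of -0.26 (own -0.27) with a camera adjusted p = 6.2e-08, but adjusted p = 0.0915 with an estimated correlation (9.1e-10 to 0.0915 over all camera alternatives). Of the 3 genes the study names as raised by MYCN, Cad and Cdk4 fell with both compounds, with changes of -0.22 and -0.23 for JQ1 (own -0.26 and -0.30) and -0.42 and -0.31 for MLN8237 (own -0.38 and -0.25). The remaining gene, Odc1, the rate-limiting enzyme of polyamine synthesis, rose by 0.50 with JQ1 (own 0.54) and fell by 0.33 with MLN8237 (own -0.37). Adjusted over the list alone, these 3 genes gave the same calls. Of the 2 genes named as lowered by MYCN, Rgs5 fell to 4.51 ± 0.14 with JQ1 from 6.00 ± 0.16 (own bound -1.02). With MLN8237 its change of -0.32 passed against 6 DMSO arrays but not within the set (own -0.29, adjusted p = 0.0932), nor without any of DMSO 1, DMSO 3, DMSO 5, MLN8237 2 or MLN8237 3 (log2 fold change -0.31 to -0.22). The JQ1 change of Dkk3, -0.24, likewise passed against 6 arrays but not within the set (own -0.20, adjusted p = 0.176), nor without DMSO 3, DMSO 6, JQ1 1 or JQ1 3 (-0.25 to -0.15), and with MLN8237 its value was -0.01 (own -0.05). The calls of Rgs5 and Dkk3 were the same adjusted over the list alone.

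The probe set that represents mouse Mycn stood at 7.13 ± 0.11 with JQ1, 7.24 ± 0.13 with MLN8237 and 7.16 ± 0.17 in DMSO. Neither difference passed the test (adjusted p = 0.847 and 0.611). Another Mycn probe set averaged 6.06 over all arrays and changed by 0.15 with JQ1 and 0.13 with MLN8237. A further Mycn probe set averaged 3.38 and did not pass the filter. Whether these probe sets also read the human transgene was not checked, so they are not taken as a measure of it. The related Myc transcript rose by 0.58 with JQ1 (own 0.84) and by 0.89 with MLN8237 (own 0.62). Aurka, which encodes Aurora A, fell by 0.53 with JQ1 (own -0.40). With MLN8237 Aurka differed by 0.30, which passed against 6 arrays but neither within the set (own 0.17, adjusted p = 0.076) nor without MLN8237 2 (0.27, adjusted p = 0.0554). Ccnd1, encoding cyclin D1, rose with both compounds, by 0.73 with JQ1 (own 0.81) and 1.14 with MLN8237 (own 1.06). The proliferation marker Mki67 differed by -0.24 with JQ1 (own -0.19), which did not pass the test except without DMSO 3 or JQ1 2 (-0.28 and -0.36), and fell by 0.32 with MLN8237 (own -0.37), a call lost without DMSO 2 or any of the MLN8237 arrays (-0.34 to -0.30). E2f1, Th and Dbh did not pass the test with either compound, with changes of 0.01, 0.06 and 0.21 for JQ1 and -0.14, 0.14 and 0.04 for MLN8237 (own -0.03, 0.08, 0.13, -0.09, 0.11 and 0.11). Th stood near the filter level of log2 5, at 5.53 in DMSO, 5.58 with JQ1 and 5.67 with MLN8237, where a change may go unseen. The neural adhesion gene Ncam1 fell by 0.22 with JQ1 (own -0.29), lost without JQ1 3 (-0.16). It fell by 0.23 with MLN8237 (own -0.15), lost without any MLN8237 array (-0.23 to -0.22), while 2 of its 5 other probe sets were called the opposite way. Brd4, Casp3 and Phox2b had no probe set naming them alone and were not analysed here.

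The question for JQ1 was which transcripts change when BET proteins, readers of acetylated histones, are displaced. Among the 8 largest rises, as measured, was the histone gene H3c4, 10.32 ± 0.13 with JQ1 against 6.95 ± 0.15 in DMSO, 10.3-fold higher (adjusted p = 7.0e-12, own 3.44). Strip2 stood at 7.46 ± 0.08 against 3.98 ± 0.19, under the filter level in DMSO, and so at least 5.5-fold higher (adjusted p = 1.2e-11, own bound 2.46). Further histone genes, H2bc18 (3.10, own 2.92), H2bc21 (2.88, own 2.71), H2ac19 (2.55, own 2.62) and H3c11 (2.45, own 2.60), also ranked among these 8, with Gch1 (2.43, own 2.48), the first enzyme of tetrahydrobiopterin synthesis, and the nuclear noncoding RNA Neat1 (2.13, own 1.85). Among the 8 largest falls was Aspn, a proteoglycan of the extracellular matrix, 4.89 ± 0.34 against 10.17 ± 0.44, at least 35.9-fold lower (adjusted p = 3.9e-10, own bound -4.79). Cemip, which takes part in hyaluronan breakdown, was 28-fold lower (-4.81, own -4.74), and Ddc, the decarboxylase of dopamine and serotonin synthesis, at least 8.54-fold lower (bound -3.09, own -3.26). The other large falls were Gask1b (bound -4.03, own -3.73), C1qtnf3 (bound -2.90, own -2.27), Adamts1 (-3.52, own -3.46), Ccl9 (bound -3.47, own -3.08) and Chodl (-3.48, own -3.35).

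Genes that BET inhibitors commonly raise rose as a group with JQ1, as 7 of 7 measured members rose and 0 fell (7 and 0 adjusted over the list alone). Hexim1, the inhibitor of the elongation factor P-TEFb, stood at 11.20 ± 0.07 with JQ1 against 9.78 ± 0.07 in DMSO, 2.66-fold higher (own 1.40), and the BET gene Brd2 was 3.19-fold higher (1.67, own 1.53). This list had a median log2 fold change of 1.56 (own 1.53) with a camera adjusted p = 8.8e-09 and adjusted p = 0.00413 with an estimated correlation (2.8e-10 to 0.0619 over all camera alternatives). Replication-dependent histone genes, with H2bc21 and H1f2 also on the list just named, rose too, as 9 of 10 measured members rose and 0 fell (9 and 0 adjusted over the list alone), H1f2 by 2.03 (own 2.37). The histone list had a median log2 fold change of 2.24 (own 2.48) with a camera adjusted p = 5.4e-11 and adjusted p = 0.00135 with an estimated correlation (2.3e-12 to 0.0129 over all camera alternatives). Immediate early genes of the growth factor response moved up, as 17 of 25 measured members rose and 4 fell (18 and 4 adjusted over the list alone), among them the phosphatase genes Dusp4 (1.53, own 1.94) and Dusp1 (1.34, own 1.76) and the transcription factor Klf2 (1.24, own 1.31). Their list had a median log2 fold change of 0.66 (own 0.68) with a camera adjusted p = 1.6e-05, but adjusted p = 0.338 with an estimated correlation (2.8e-08 to 0.338 over all camera alternatives). Of the lysosome and autophagy genes 19 of 35 measured members rose and 6 fell (19 and 7 adjusted over the list alone), with Ulk1 (1.01, own 0.99) and Neu1 (0.87, own 0.90) higher and Gusb (-0.97, own -0.93) lower, the first an autophagy kinase and the others lysosomal hydrolases. The lysosome list had a median log2 fold change of 0.20 (own 0.21) with a camera adjusted p = 0.00256, but adjusted p = 0.273 with an estimated correlation (6.2e-04 to 0.343 over all camera alternatives). On the polyamine list 6 of 7 measured members rose and 1 fell (6 and 1 adjusted over the list alone), but the members that rose included Sat1 (0.78, own 0.83) and Oaz2 (0.66, own 0.57), which encode an enzyme of polyamine breakdown and an antizyme that inhibits Odc1, and the member that fell was Srm (-1.11, own -1.08). The polyamine list had a median log2 fold change of 0.50 (own 0.54) with a camera adjusted p = 0.00421, but adjusted p = 0.106 with an estimated correlation (0.00239 to 0.13 over all camera alternatives).

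With JQ1, in ribosome biogenesis 40 of 59 measured members fell and 1 rose (41 and 2 adjusted over the list alone), such as Gar1 (-0.86, own -0.88), Dkc1 (-0.85, own -0.83) and Wdr12 (-0.79, own -0.71), factors of ribosomal RNA modification and processing. Ribosome biogenesis had a median log2 fold change of -0.30 (own -0.24) with a camera adjusted p = 2.8e-06, but adjusted p = 0.338 with an estimated correlation (8.5e-08 to 0.338 over all camera alternatives). Of the enzymes of nucleotide synthesis 19 of 27 measured members fell and 0 rose (19 and 1 adjusted over the list alone), such as Shmt1 (-0.83, own -0.78), Prps1 (-0.78, own -0.60) and Mthfd1 (-0.74, own -0.58). Nucleotide synthesis had a median log2 fold change of -0.22 (own -0.19) with a camera adjusted p = 9.8e-04, but adjusted p = 0.338 with an estimated correlation (1.3e-04 to 0.338 over all camera alternatives). Among DNA replication genes 32 of 50 measured members fell and 1 rose (33 and 2 adjusted over the list alone), such as E2f2 (-0.69, own -0.70), Cdt1 (-0.64, own -0.68) and Cdc45 (-0.64, own -0.44), although 1 other probe set of Cdc45 was called the opposite way. DNA replication had a median log2 fold change of -0.29 (own -0.25) with a camera adjusted p = 1.7e-05, but adjusted p = 0.338 with an estimated correlation (8.5e-07 to 0.343 over all camera alternatives). Among mitosis genes 48 of 70 measured members fell and 1 rose (52 and 1 adjusted over the list alone), such as Psrc1 (-1.75, own -1.81), Cdc25b (-1.10, own -1.05) and Ccnb2 (-0.93, own -0.86), a spindle protein, an activating phosphatase and a cyclin of mitotic entry. Mitosis had a median log2 fold change of -0.31 (own -0.24) with a camera adjusted p = 8.8e-09, but adjusted p = 0.334 with an estimated correlation (1.2e-10 to 0.334 over all camera alternatives). Of the tRNA synthetases 14 of 19 measured members fell and 1 rose (14 and 1 adjusted over the list alone), such as Lars (-0.59, own -0.45), Mars1 (-0.48, own -0.43) and Tars (-0.43, own -0.32). The synthetase list had a median log2 fold change of -0.26 (own -0.24) with a camera adjusted p = 0.00901, but adjusted p = 0.338 with an estimated correlation (0.00228 to 0.375 over all camera alternatives).

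Interferon response genes fell with JQ1, as 22 of 32 measured members fell and 4 rose (22 and 4 adjusted over the list alone). Xaf1, an interferon-induced partner of the apoptosis inhibitor XIAP, was 8.03-fold lower at 6.26 ± 0.26 against 9.27 ± 0.32 (own -3.21), and Ifitm3 (-2.42, own -2.50) and Ifit1 (-2.32, own -2.60), which encode antiviral proteins, fell as well. This group had a median log2 fold change of -0.91 (own -0.98) with a camera adjusted p = 3.7e-05, but adjusted p = 0.338 with an estimated correlation (1.3e-06 to 0.338 over all camera alternatives). The list stood -0.14 apart in the median between the DMSO arrays of the sets (camera adjusted p = 4.5e-04). Genes listed as fibroblast markers moved with it, as 10 of 11 measured members fell and 0 rose (10 and 0 adjusted over the list alone), with the collagen genes Col1a2 (-3.28, own -3.19) and Col3a1 (-2.63, own -2.51) and the matrix gene Postn (-2.42, own -2.32). The fibroblast list had a median log2 fold change of -1.11 (own -1.09) with a camera adjusted p = 2.8e-06, but adjusted p = 0.2 with an estimated correlation (2.2e-07 to 0.2 over all camera alternatives). In DMSO 8 of these 11 genes stood at log2 8 or more. Of the leukocyte markers Cd14 (-1.50, own -1.49) and Lyz2 (-0.92, own -0.85) fell and the others of 8 did not pass, and no leukocyte marker exceeded 7.16 in DMSO.

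Across all genes, limma called 6856 of 14597 with JQ1, 2635 higher and 4221 lower (own 5789, 2197 higher and 3592 lower). At 2-fold or more there were 701, 130 higher and 571 lower (own 704, 141 and 563), and 5405 genes were called the same way in both. Rank products, the test that the study's methods name, called 1497, 566 higher and 931 lower, of which limma called 1493. All 3 JQ1 arrays lay beyond all 6 DMSO arrays in 41.8% of genes, where chance gives 2.38%. Of the 32 lists tested, 13 passed, and on each of them all 3 JQ1 arrays lay beyond all DMSO arrays in the mean level, as they did on 11 of the 19 lists that did not pass. The calls of the raised BET list and of the histones held with an estimated correlation, but that of the raised BET list was lost when the array set was also a block (adjusted p = 0.0619). The other lists did not pass, and their members that rose and fell were cytosolic ribosomal proteins 1 and 13 of 42 (1 and 11 adjusted over the list alone), glycolysis 2 and 8 of 18, oxidative phosphorylation 9 and 20 of 76 (8 and 20 adjusted over the list alone), p53 targets 6 and 19 of 37, apoptosis regulators 3 and 8 of 24, cyclins D and CDK inhibitors 4 and 6 of 15, cholesterol synthesis 3 and 8 of 20 (5 and 8 adjusted over the list alone), amino acid and integrated stress response 6 and 15 of 27, unfolded protein response 5 and 10 of 22, drug targets and MYC family 7 and 8 of 23 and genes that BET inhibitors lower 2 and 1 of 8. Among p53 targets Fas fell by 1.97 (own -1.76) and Gadd45a rose by 1.79 (own 1.80), and among apoptosis regulators Bcl2l11, which encodes BIM, rose by 1.43 (own 1.30). For the lists of cell state and cell type the members that rose and fell were noradrenergic identity 4 and 5 of 25, mesenchymal state 11 and 10 of 32 (14 and 10 adjusted over the list alone), neuronal differentiation 6 and 7 of 34, reference genes 1 and 3 of 12, Schwann and glial cells 1 and 1 of 9, adrenal cortex 0 and 0 of 6, endothelial cells 0 and 0 of 5 and leukocytes 0 and 2 of 8. Median, mean and test differed in sign for noradrenergic identity, mesenchymal state, neuronal differentiation, reference genes, Schwann and glial cells, and leukocytes.

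**Figure D2:**
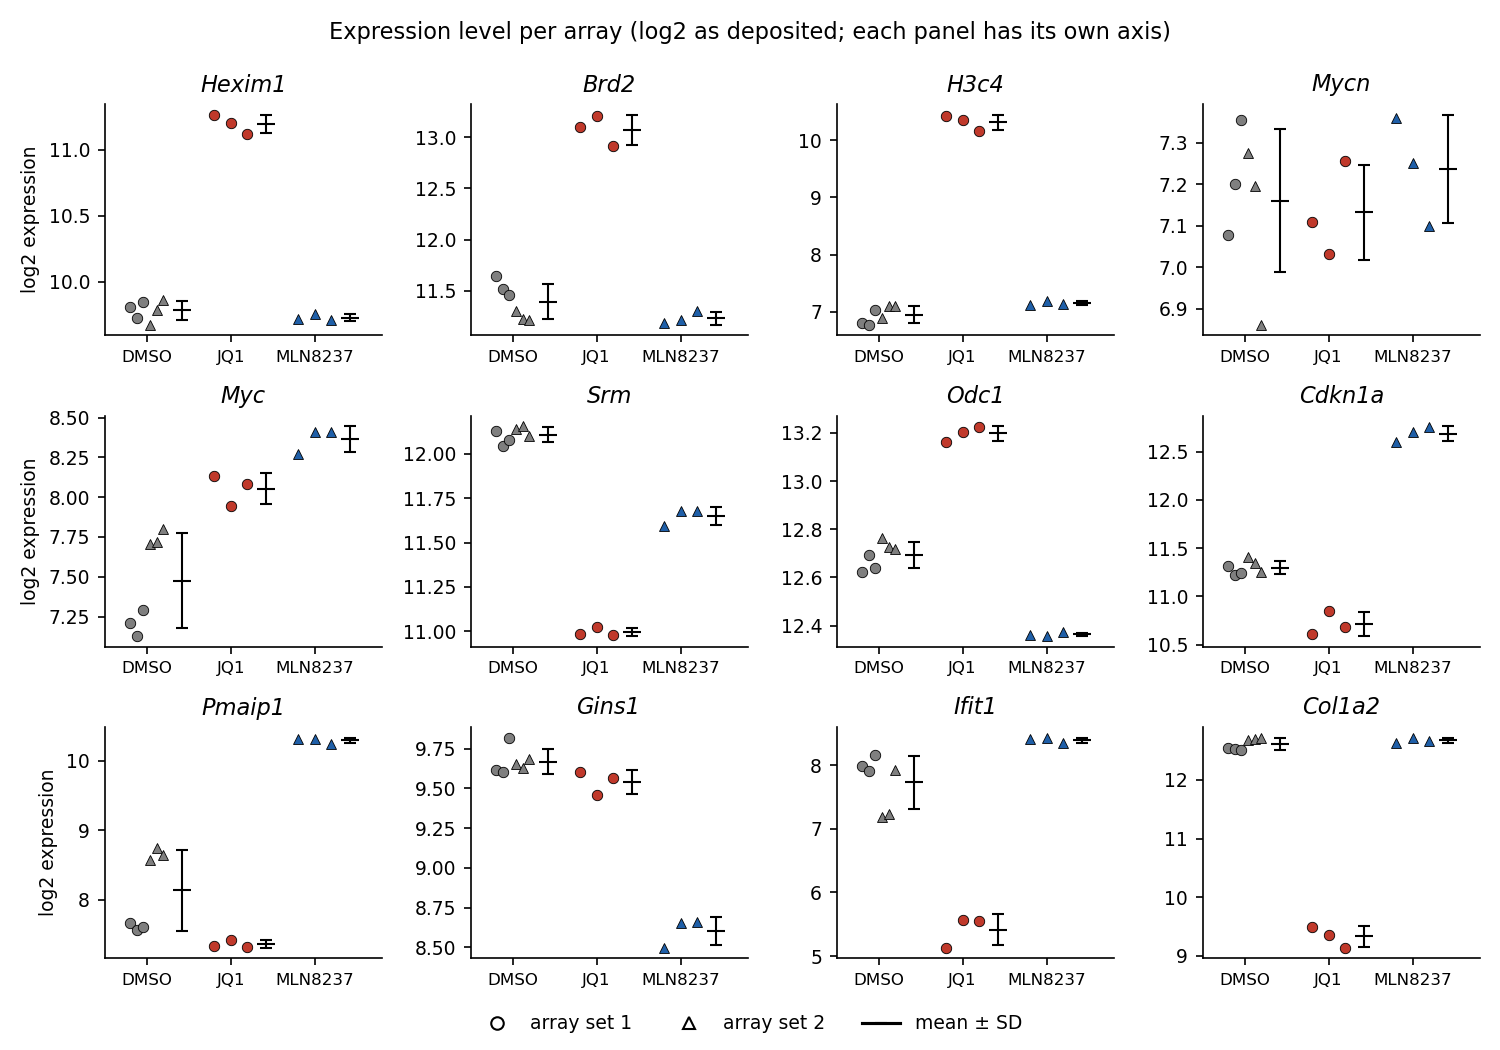
Log2 signal of 12 genes on each of the 12 arrays, by group, with group mean and SD. H3c4 averages 10.32 with JQ1 against 6.95 in DMSO, and Pmaip1 averages 10.29 with MLN8237 against 8.13 in DMSO.

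The question for MLN8237 was which transcripts change when Aurora A, a mitotic kinase that also stabilises the MYCN protein, is inhibited. The largest rise was that of Pmaip1, which encodes the pro-apoptotic protein NOXA, 10.29 ± 0.04 with MLN8237 against 8.13 ± 0.58 in DMSO, 4.47-fold higher (adjusted p = 3.1e-05, own 1.64). Next came Glipr1 (1.86, own 1.50), Hoatz (1.84, own 1.63), Ano3 (bound 1.23, own 1.23), Cd80 (1.80, own 1.59), Tll1 (1.77, own 1.00), Dusp6 (1.70, own 1.37) and Fst (1.69, own 1.40), of which Cd80 encodes a costimulatory ligand for T cells, Dusp6 a phosphatase of the kinase ERK and Fst the activin antagonist follistatin. Tll1 varied most in DMSO (7.02 ± 0.88). Prph, encoding the neuronal filament protein peripherin, fell to 4.99 ± 0.18 from 8.75 ± 0.07, at least 13.4-fold lower (adjusted p = 2.3e-12, own bound -3.74), but its 3 other probe sets changed by -0.00, -0.04 and -0.09. The other large falls were Fndc3c1 (-3.41, own -3.53), Fut9 (bound -1.91, own -2.01), Bex2 (-2.54, own -2.86), Tet1 (-2.40, own -2.28), Rps6ka6 (-2.33, own -2.41), Thumpd3 (-2.29, own -2.47) and Podxl (-2.11, own -2.17), among them a fucosyltransferase gene (Fut9), a DNA demethylation enzyme gene (Tet1) and a kinase gene (Rps6ka6).

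Targets of p53 rose as a group with MLN8237, as 31 of 37 measured members rose and 3 fell (31 and 3 adjusted over the list alone). Cdkn1a, the CDK inhibitor p21, stood at 12.69 ± 0.08 against 11.30 ± 0.07 in DMSO, 2.62-fold higher (own 1.35), and Ptp4a3 (1.58, own 1.50) and Btg2 (1.50, own 1.37) rose as well. The p53 list had a median log2 fold change of 0.60 (own 0.52) with a camera adjusted p = 2.2e-15 and adjusted p = 0.00509 with an estimated correlation (1.2e-17 to 0.00736 over all camera alternatives). Immediate early genes rose too, as 21 of 25 measured members rose and 0 fell (21 and 0 adjusted over the list alone), among them Dusp6 (1.70, own 1.37), Dusp1 (1.52, own 1.10) and Btg2 (1.50, own 1.37). Their list had a median log2 fold change of 0.68 (own 0.58) with a camera adjusted p = 3.7e-13, but adjusted p = 0.0775 with an estimated correlation (2.0e-16 to 0.0775 over all camera alternatives). Histone genes were higher, as 7 of 10 measured members rose and 0 fell (8 and 0 adjusted over the list alone), such as H3c11 (1.03, own 0.87), H1f2 (0.98, own 0.64) and H2ac19 (0.84, own 0.77). The histone list had a median log2 fold change of 0.37 (own 0.42) with a camera adjusted p = 7.7e-05 and adjusted p = 0.021 with an estimated correlation (4.6e-06 to 0.0362 over all camera alternatives). Of the lysosome and autophagy genes 22 of 35 measured members rose and 0 fell (24 and 0 adjusted over the list alone), such as the protease gene Ctsd (0.59, own 0.56) and the autophagy receptor gene Sqstm1 (0.57, own 0.53). The lysosome list had a median log2 fold change of 0.19 (own 0.23) with a camera adjusted p = 8.8e-08 and adjusted p = 0.021 with an estimated correlation (5.5e-09 to 0.0435 over all camera alternatives).

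DNA replication genes fell with MLN8237, as 45 of 50 measured members fell and 0 rose (47 and 0 adjusted over the list alone). Gins1, a subunit of the replicative helicase complex, stood at 8.60 ± 0.09 against 9.67 ± 0.08, 2.09-fold lower (own -1.05), and Rpa2 (-0.98, own -1.01) and Rfc4 (-0.94, own -0.86), parts of the single-strand binding protein and the clamp loader, fell alike. DNA replication had a median log2 fold change of -0.55 (own -0.58) with a camera adjusted p = 2.4e-27 and adjusted p = 0.021 with an estimated correlation (2.1e-33 to 0.0233 over all camera alternatives). Among mitosis genes 34 of 70 measured members fell and 5 rose (36 and 5 adjusted over the list alone), with Spc24 (-0.91, own -0.81) and Aurkb (-0.76, own -0.70) lower and Gtse1 (0.75, own 0.66) higher. Mitosis had a median log2 fold change of -0.18 (own -0.21) with a camera adjusted p = 4.1e-06, but adjusted p = 0.31 with an estimated correlation (1.3e-08 to 0.31 over all camera alternatives). In ribosome biogenesis 32 of 59 measured members fell and 0 rose (37 and 0 adjusted over the list alone), such as Polr1b (-0.74, own -0.60), Lyar (-0.63, own -0.60) and Dkc1 (-0.54, own -0.56). Ribosome biogenesis had a median log2 fold change of -0.18 (own -0.21) with a camera adjusted p = 8.0e-09, but adjusted p = 0.184 with an estimated correlation (4.7e-13 to 0.184 over all camera alternatives). Of the nucleotide synthesis enzymes 15 of 27 measured members fell and 1 rose (16 and 1 adjusted over the list alone), such as Dut (-0.69, own -0.65), Shmt1 (-0.66, own -0.71) and Ppat (-0.66, own -0.83). Nucleotide synthesis had a median log2 fold change of -0.28 (own -0.29) with a camera adjusted p = 4.5e-07, but adjusted p = 0.115 with an estimated correlation (1.1e-10 to 0.115 over all camera alternatives). In glucose metabolism 12 of 18 measured members fell and 1 rose (12 and 1 adjusted over the list alone), such as Pdk1 (-1.07, own -0.99), Slc2a3 (-0.83, own -0.73) and Slc16a1 (-0.79, own -0.92), which encode a kinase that restrains pyruvate oxidation, a glucose carrier and a lactate carrier. Glycolysis had a median log2 fold change of -0.24 (own -0.27) with a camera adjusted p = 4.3e-05 and adjusted p = 0.021 with an estimated correlation (4.0e-06 to 0.0508 over all camera alternatives). Of the subunits of oxidative phosphorylation 20 of 76 measured members fell and 0 rose (20 and 0 adjusted over the list alone), such as Ndufs8 (-0.34, own -0.28). This list had a median log2 fold change of -0.07 (own -0.05) with a camera adjusted p = 0.00158, but adjusted p = 0.448 with an estimated correlation (2.6e-04 to 0.663 over all camera alternatives). The DMSO arrays of the sets already stood -0.06 apart on it in the median (camera adjusted p = 0.00133), a difference of like size. Cholesterol synthesis genes were lower, as 15 of 20 measured members fell and 1 rose (15 and 1 adjusted over the list alone), such as Dhcr7 (-0.75, own -0.66), Idi1 (-0.62, own -0.56) and Tm7sf2 (-0.56, own -0.47). Cholesterol synthesis had a median log2 fold change of -0.36 (own -0.29) with a camera adjusted p = 6.0e-07, but adjusted p = 0.108 with an estimated correlation (2.5e-08 to 0.129 over all camera alternatives).

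Interferon response genes rose with MLN8237, as 20 of 32 measured members rose and 1 fell (23 and 1 adjusted over the list alone), among them Usp18 (1.07, own 1.35), Tap1 (0.79, own 0.84) and Xaf1 (0.78, own 0.98), which encode an ISG15 protease, a peptide transporter of antigen presentation and the XIAP partner. This group had a median log2 fold change of 0.38 (own 0.47) with a camera adjusted p = 2.3e-07, but adjusted p = 0.186 with an estimated correlation (2.8e-10 to 0.186 over all camera alternatives). The leukocyte markers Lyz2 (0.69, own 0.61), Cd68 (0.67, own 0.67) and Cd14 (0.39, own 0.38) rose with it, 3 of 8. Genes of the mesenchymal neuroblastoma state rose, as 22 of 32 measured members rose and 2 fell (22 and 3 adjusted over the list alone), such as Ankrd1 (1.38, own 1.08), Fosl1 (1.38, own 1.20) and Tnc (0.84, own 0.73), a YAP target, an AP-1 factor and the matrix protein tenascin. The mesenchymal list had a median log2 fold change of 0.31 (own 0.25) with a camera adjusted p = 1.8e-07, but adjusted p = 0.108 with an estimated correlation (1.3e-08 to 0.108 over all camera alternatives). On this list the DMSO arrays of the sets stood 0.13 apart in the median (camera adjusted p = 0.00732). Fibroblast markers went both ways, with rises and falls in 3 and 2 of 11, such as Postn (0.40, own 0.29) and Fbln1 (-1.01, own -1.02). Genes that BET inhibitors lower in other cells rose here, as 4 of 8 measured members rose and 0 fell (4 and 0 adjusted over the list alone), such as Fosl1 (1.38, own 1.20), Ccnd2 (0.93, own 0.85) and Myc (0.89, own 0.62), an AP-1 factor, a D cyclin and the MYC factor. This short list had a median log2 fold change of 0.31 (own 0.25) with a camera adjusted p = 0.0341, but adjusted p = 0.186 with an estimated correlation (0.0115 to 0.186 over all camera alternatives).

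Across all genes, limma called 4799 of 14597 with MLN8237, 2265 higher and 2534 lower (own 4635, 2151 and 2484), and 3922 were called the same way in both. Rank products called 1351, 586 higher and 765 lower. At 2-fold or more 167 were called, 98 higher and 69 lower, but within the set this count was 106, with 50 higher and 56 lower. All 3 MLN8237 arrays lay beyond all 6 DMSO arrays in 36.1% of genes, where chance gives 2.38%. Of the 32 lists tested 15 passed, each with all 3 MLN8237 arrays beyond all DMSO arrays in the mean level, as on 7 of the 17 lists that did not pass. The calls of DNA replication, p53 targets, glycolysis, histones and lysosome held with an estimated correlation, but that of glycolysis was lost when the array set was also a block (adjusted p = 0.0508). Nucleotide synthesis, mesenchymal state and immediate early genes failed with an estimated correlation alone but passed when the set was also a block, where 7 lists passed. The other lists did not pass, and their members that rose and fell were cytosolic ribosomal proteins 0 and 3 of 42, polyamine synthesis 3 and 2 of 7 (3 and 3 adjusted over the list alone), cyclins D and CDK inhibitors 4 and 7 of 15, apoptosis regulators 9 and 4 of 24 (10 and 4 adjusted over the list alone), amino acid and integrated stress response 4 and 7 of 27, tRNA synthetases 0 and 3 of 19 (0 and 1 adjusted over the list alone), unfolded protein response 2 and 0 of 22 (1 and 0 adjusted over the list alone), drug targets and MYC family 4 and 6 of 23 and genes that BET inhibitors raise 4 and 0 of 7. Hexim1 and Brd2 differed by -0.06 and -0.16 (own -0.05 and -0.02), neither past the test. The list of genes that BET inhibitors raise passed within the set (camera adjusted p = 0.02) and without DMSO 3 or MLN8237 1 (adjusted p = 0.0459 and 0.0389, main 0.0712), and the unfolded protein response passed without DMSO 6 (adjusted p = 0.0452). For the lists of cell state and cell type the members that rose and fell were noradrenergic identity 5 and 6 of 25, neuronal differentiation 8 and 2 of 34, reference genes 1 and 0 of 12, Schwann and glial cells 1 and 1 of 9, adrenal cortex 0 and 0 of 6, endothelial cells 0 and 0 of 5 and leukocytes 3 and 0 of 8. Median, mean and test differed in sign for polyamine synthesis, cyclins D and CDK inhibitors, noradrenergic identity, and reference genes.

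**Figure D3:**
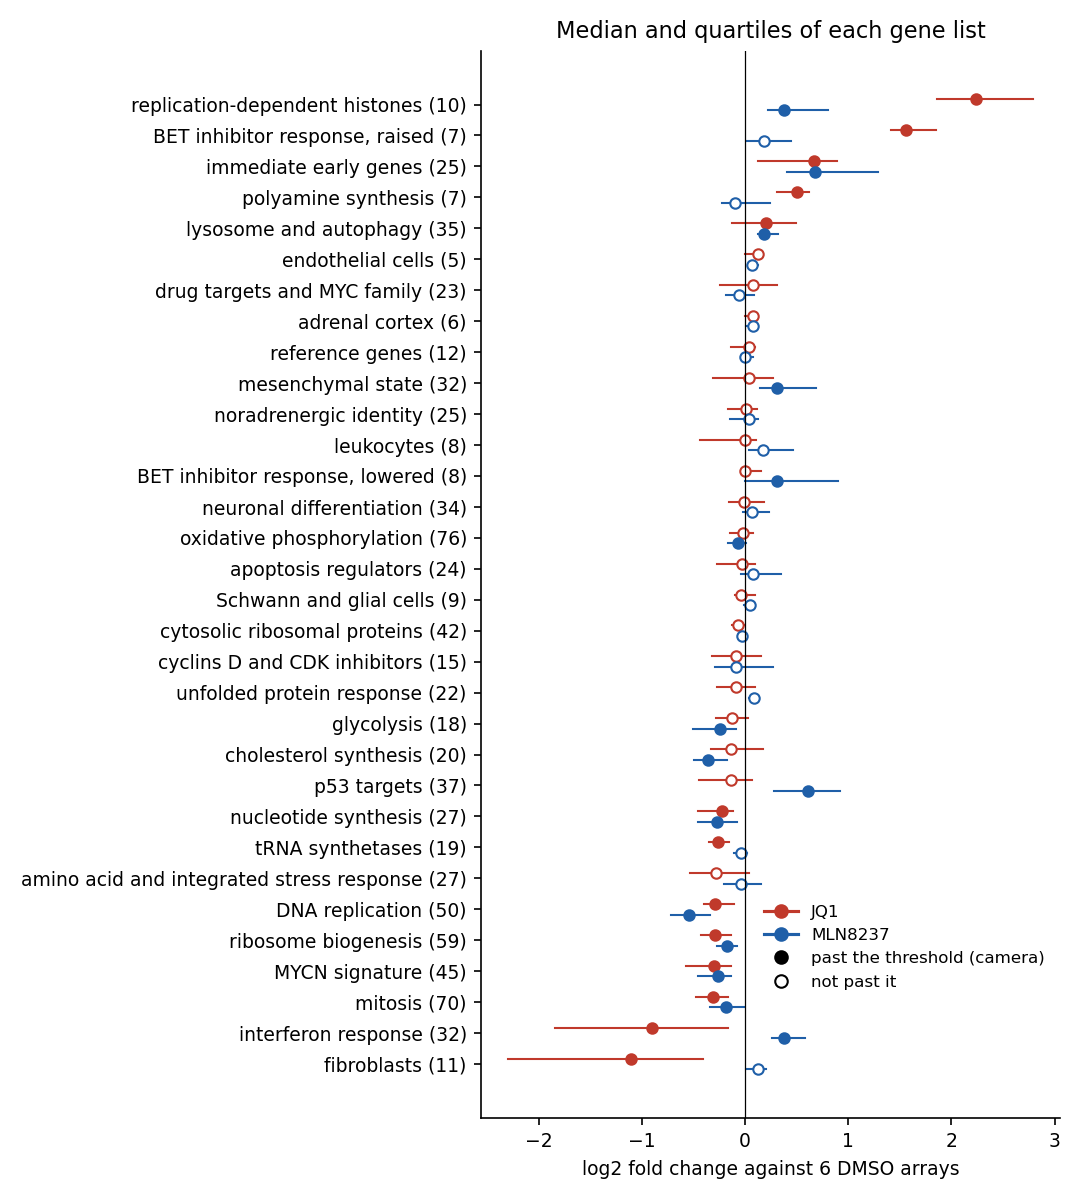
Median log2 fold change against 6 DMSO arrays, with quartiles, of the measured members of 32 gene lists for JQ1 and for MLN8237, with the number of members in brackets and filled points for lists past the camera threshold. The interferon list lies at -0.91 with JQ1 and 0.38 with MLN8237, and DNA replication at -0.29 and -0.55.

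The compounds were then compared with each other. All JQ1 arrays lie in 1 set and all MLN8237 arrays in the other. This contrast, which has no covariate, therefore mixes a difference in response with the difference between the sets. Own values, with the set as a block, take out the latter as seen in DMSO. Relative to MLN8237, JQ1 left Strip2 at least 5.5-fold higher (7.46 ± 0.08 against 3.74 ± 0.06, n = 3 each, own bound 2.46), and Prph (bound 3.60, own 3.59), H3c4 (3.16, own 3.32), H2bc18 (2.91, own 2.56) and H2bc21 (2.59, own 2.26) were higher too. The fall of Prph with MLN8237 rests on 1 of its probe sets. Aspn was at least 46.3-fold lower with JQ1 (4.89 ± 0.34 against 10.53 ± 0.08, own bound -4.78), and Cemip (-5.59, own -5.46), Gask1b (bound -5.14, own -4.52), Glipr1 (-5.23, own -4.51) and Ccl9 (bound -5.11, own -4.34) were lower as well. The p53 targets stood apart, as 26 of 37 measured members were lower and 6 were higher (27 and 6 adjusted over the list alone) with JQ1, among them Ptp4a3 (-3.23, own -3.07), Pmaip1 (-2.93, own -1.88), Eda2r (-2.80, own -2.42) and Cdkn1a (-1.97, own -1.90). The p53 list had a median log2 fold change of -0.71 (own -0.74) with a camera adjusted p = 1.3e-06 and adjusted p = 0.0388 with an estimated correlation (2.0e-08 to 0.0441 over all camera alternatives). Of the genes that BET inhibitors raise, 7 of 7 measured members were higher and 0 were lower (7 and 0 adjusted over the list alone), such as Brd2 (1.84, own 1.54), Hexim1 (1.47, own 1.45) and Serpini1 (1.47, own 1.55). These genes had a median log2 fold change of 1.47 (own 1.54) with a camera adjusted p = 1.0e-06 and adjusted p = 0.0126 with an estimated correlation (1.8e-08 to 0.0562 over all camera alternatives). Of the histone genes 9 of 10 measured members were higher and 0 were lower (9 and 0 adjusted over the list alone). The histone list had a median log2 fold change of 1.54 (own 1.79) with a camera adjusted p = 3.7e-08 and adjusted p = 0.00421 with an estimated correlation (1.4e-10 to 0.0181 over all camera alternatives).

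DNA replication genes stood higher with JQ1 than with MLN8237, as 29 of 50 measured members were higher and 2 were lower (30 and 2 adjusted over the list alone), such as Gins1 (0.94, own 0.92), Cdc7 (0.70, own 0.89) and Pole (0.68, own 0.78). DNA replication had a median log2 fold change of 0.25 (own 0.31) with a camera adjusted p = 9.1e-08, but adjusted p = 0.277 with an estimated correlation (1.4e-10 to 0.277 over all camera alternatives). Interferon response genes stood lower with JQ1, as 26 of 32 measured members were lower and 3 were higher (27 and 4 adjusted over the list alone), such as Xaf1 (-3.78, own -4.19), Ifitm3 (-3.06, own -3.22) and Ifit1 (-2.97, own -3.55). The interferon list had a median log2 fold change of -1.22 (own -1.33) with a camera adjusted p = 9.1e-08, but adjusted p = 0.277 with an estimated correlation (3.7e-10 to 0.277 over all camera alternatives). Fibroblast markers were lower alongside, as 9 of 11 measured members were lower and 0 were higher (9 and 0 adjusted over the list alone), such as Col1a2 (-3.34, own -3.17), Postn (-2.82, own -2.62) and Col3a1 (-2.78, own -2.55), and the leukocyte markers Cd14 (-1.89, own -1.87) and Lyz2 (-1.61, own -1.45) too. The fibroblast list had a median log2 fold change of -1.04 (own -1.04) with a camera adjusted p = 1.2e-05, but adjusted p = 0.216 with an estimated correlation (1.2e-06 to 0.216 over all camera alternatives). Mesenchymal genes were lower, as 17 of 32 measured members were lower and 4 were higher (19 and 4 adjusted over the list alone), such as Tnc (-2.13, own -1.92), Fosl1 (-2.04, own -1.67) and Prrx1 (-1.51, own -1.80). The mesenchymal list had a median log2 fold change of -0.31 (own -0.12) with a camera adjusted p = 0.019, but adjusted p = 0.673 with an estimated correlation (0.00354 to 0.724 over all camera alternatives). This call was also lost with the array set as a block (adjusted p = 0.161) and with the mean of all probe sets of a gene (0.0763). On the polyamine list 5 of 7 measured members were higher and 1 was lower (6 and 1 adjusted over the list alone), with Odc1 (0.83, own 0.92), Oaz2 (0.78, own 0.60) and Srm (-0.65, own -0.60). The polyamine list had a median log2 fold change of 0.26 (own 0.27) with a camera adjusted p = 0.0444, but adjusted p = 0.216 with an estimated correlation (0.027 to 0.216 over all camera alternatives). That call was also lost without JQ1 1 or MLN8237 1 (adjusted p = 0.0572 and 0.0569), with the filter at log2 6 (0.065), with the mean of all probe sets of a gene (0.0763) and with the replicate number as a block (0.0504). The MYCN signature did not pass, as 16 of 45 measured members were lower and 11 were higher (16 and 12 adjusted over the list alone), with a median of -0.06 (own 0.01, the opposite sign) and camera adjusted p = 0.878. Myc and Mycn differed by -0.31 and -0.10 (own 0.22 and -0.20), neither past the test.

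Across all genes limma called 6774 of 14597 between JQ1 and MLN8237, 2879 higher and 3895 lower with JQ1 (own 5169, 2240 and 2929), and 4660 were called the same way in both. Of the 6774 genes 46 had the opposite sign in the own value, and 0 of these were called there. Rank products called 859, 404 higher and 455 lower. At 2-fold or more 955 were called, 207 higher and 748 lower (own 850, 163 and 687). The groups did not overlap in 54.9% of genes, where chance gives 10% for 3 against 3. Of the 32 lists 8 passed, each with the 3 JQ1 arrays all beyond the 3 MLN8237 arrays in the mean level, as on 18 of the 24 lists that did not pass. The raised BET list, the p53 targets and the histones held with an estimated correlation, but the raised BET list was lost when the array set was also a block (adjusted p = 0.0562). Some further lists passed when 1 array was left out, namely mitosis without JQ1 2 or MLN8237 1 (adjusted p = 0.0337 and 0.0372), tRNA synthetases without JQ1 2 (0.0439), cholesterol synthesis without JQ1 2, JQ1 3, MLN8237 2 or MLN8237 3 (0.0358 to 0.0477), and the drug targets without JQ1 3, MLN8237 2 or MLN8237 3 (0.0254 to 0.0428). Median, mean and test differed in sign for nucleotide synthesis, glycolysis, cyclins D and CDK inhibitors, noradrenergic identity, immediate early genes, Schwann and glial cells, and adrenal cortex.

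How alike the responses were was then asked across genes, which are not independent replicates. Of the 3150 genes called with both compounds, 59.2% changed the same way (own 63.1% of 2751). Both compounds lowered 1248 genes, where independent lists would share 733, and raised 617, where they would share 409. JQ1 lowered and MLN8237 raised 861 (655 from independent lists), and JQ1 raised and MLN8237 lowered 424 (457). Own values were 1145 lowered by both (611), 592 raised by both (324), 718 lowered by JQ1 and raised by MLN8237 (529) and 296 the reverse (374). Lists that share the 6 DMSO arrays are not independent, and genes lowered by JQ1 and raised by MLN8237 also exceeded their count. An excess over independent lists is therefore not by itself a shared response. The log2 fold changes had Pearson r = 0.0247 and Spearman rho = 0.101 over 14597 genes, with a covariance of 0.00348. Unchanged groups simulated 100 times against the same 6 DMSO arrays gave r = 0.334 and a covariance of 0.00286 from the shared controls alone. Those groups vary by noise alone, so their r cannot be set against that of the responses. The observed covariance exceeded the simulated one by 0.00062. The simulated groups carry no difference between array sets, while the JQ1 and MLN8237 arrays lie in different sets. This excess therefore cannot be read as the size of a shared response. With the controls divided, 20 ordered splits gave r between -0.108 and 0.0816 and a covariance between -0.018 and 0.0106. The split by array set gave the highest r, 0.0816 (rho = 0.149), and the highest covariance, 0.0106. Each other split set both responses against some DMSO arrays of the other set.

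**Figure D4:**
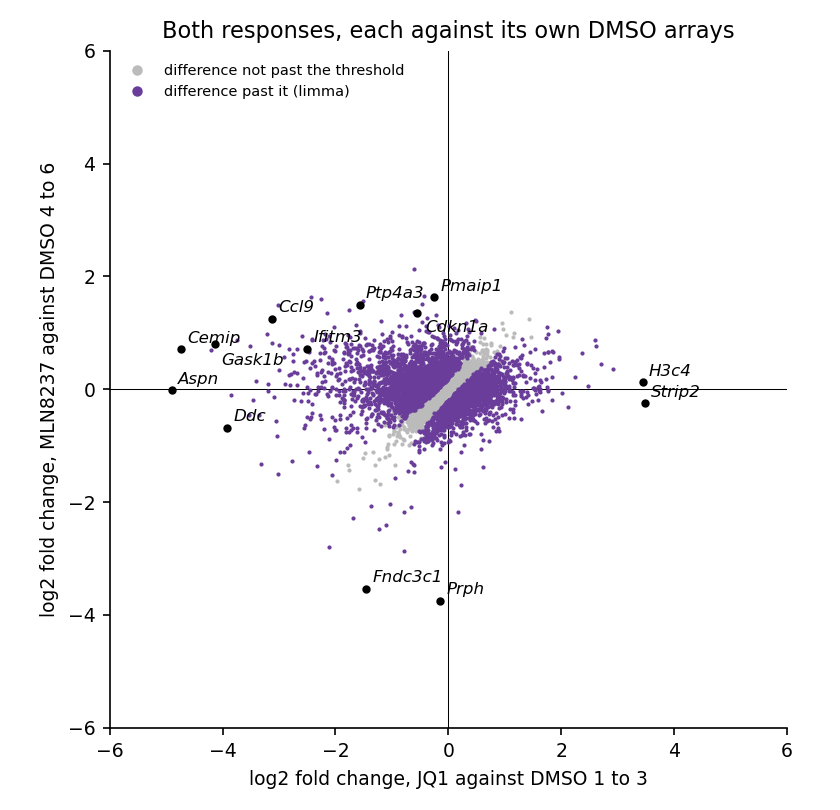
Log2 fold change of 14597 genes with JQ1 against DMSO replicates 1 to 3 and with MLN8237 against DMSO replicates 4 to 6, with purple points for genes whose responses differ by limma. Signals under log2 5 are drawn as measured. H3c4 (3.44) and Cemip (-4.74) lie far out along the JQ1 axis and Fndc3c1 (-3.53) far down the MLN8237 axis, and the correlation over all points is r = 0.0816.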

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

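The tests of the interferon pattern, of the excess of falls with JQ1 and of the DMSO sets, and the splits within a set, were chosen after the result was seen.

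Interferon response genes were lower with JQ1 (median -0.91) and higher with MLN8237 (0.38), and the direct comparison of the compounds passed (camera adjusted p = 9.1e-08, but adjusted p = 0.277 with an estimated correlation). The tables argue against the sets of arrays as the source, since the list differed between the DMSO arrays of the sets by a median of -0.14 while the smaller of the medians within a set was 0.474, with MLN8237, and both directions were kept. Normalization between arrays moves genes of the same level alike, and it is also argued against, because relative to off-list genes of the same DMSO level the median was still -0.853 with JQ1 and 0.432 with MLN8237. An action of the compounds stays open, as a hypothesis that may account for the pattern but has no separate test in this design.

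With JQ1 more genes fell than rose, 571 against 130 at 2-fold or more (81.5% lower). The excess was smaller over every probe set tested separately, 831 against 354 (70.1%), and turned among probe sets without a single gene name, of which 61 fell and 124 rose 2-fold or more. A uniform shift of all genes from the normalization would need to be 0.276 to make falls and rises equal. The spike-ins changed by -0.00993 and -0.042 with JQ1 within the set (SE 0.0724 and 0.0377), which argues against such a shift as the whole cause. A shift that depends on the level of a gene was not tested for this excess. With the DMSO arrays of the own set alone 79.97% were lower, which argues against the array sets. An action of JQ1 stays open as a hypothesis that may account for the excess among named genes, but arrays normalized to like medians cannot show a change in total RNA.

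The DMSO arrays fell into the sets given by their spike-ins, which carry no cell RNA. Between these sets limma called 1894 genes (4299 at an unadjusted p under 0.05), and the highest of the other splits of the 6 arrays called 0 (769 unadjusted), as arrays run in separate sets would give. Whether the cultures were also grown in separate sets cannot be read from the labels, and no biological explanation was tested. Treated arrays labelled as DMSO are argued against, because the lowest MYCN signature score of a DMSO array was 74.8, above the highest treated score of 72.4.

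Among 150 sets of DMSO values tested for an array far from the others, 32 list scores and 118 genes, 2 had such an array, where chance gives about 1 in 20. The cholesterol synthesis score of DMSO 3 was 72.4 against 70.6 to 71.2 on the other arrays, a gap of 0.704 of the range. The noradrenergic identity score of DMSO 4 was 35.4 against 34.9 to 35.0, a gap of 0.655 of the range.

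Among 5505 probe sets without a single gene name, which the gene and list tests leave out, 1373 changed with JQ1, 920 higher and 453 lower, with 185 at 2-fold or more (124 and 61). With MLN8237 474 changed, 193 higher and 281 lower, with 33 at 2-fold or more.

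Other splits of the 9 arrays of each DMSO comparison tested whether chance could give such counts, in fits of those arrays alone. For JQ1 the real split called 6443 genes and 701 at 2-fold or more, 1 of 84 splits each with a count as large, against 198 and 9 for the highest others, both of which set DMSO 4 to 6 apart and so follow the array sets. For MLN8237 it called 5134 and 167, again 1 of 84 splits each, against 1759 and 56 for the highest others, both of which set DMSO 1 to 3 apart. Chance is excluded by these splits only if arrays can be exchanged between the sets, which differ. Within a set the 10 splits are too few for a share under 0.05, with real counts of 5789 and 704 for JQ1 and 4635 and 106 for MLN8237 and 0 by limma for the highest others (427 and 0 for JQ1 and 666 and 0 for MLN8237 at an unadjusted p under 0.05). The numbers of lists past the threshold, 13 for JQ1 and 14 for MLN8237, were reached by 17 and 25 of 84 splits, with 15 and 18 as the highest others, so chance is not excluded for them. Within a set they were 13 and 16, with 12 and 14 as the highest others. Between JQ1 and MLN8237 the 10 splits are too few for a share under 0.05. Their real split is also the split by array set, so its counts cannot separate the compounds from the sets. The real split called 6523 genes, 954 at 2-fold or more and 8 lists, and the highest others were 0, 0 and 11 (for the genes 565 and 1 by limma at an unadjusted p under 0.05), with counts as large in 1, 1 and 4 splits.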

How the results depend on the processing

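Settings that use the array sets, for genes, lists and similarity, were chosen after the result was seen, as were both renormalizations for the lists. In the order JQ1, MLN8237 and JQ1 against MLN8237, testing every probe set called 11932, 7470 and 12209 probe sets, 1185, 284 and 1788 of them at 2-fold or more, since more features were tested. Rank products called 1497, 1351 and 859 genes, among them 73 of 102, 74 of 97 and 46 of 87 named genes that limma called, and the cause was not tested. The count of lists was 2, 5 and 3 with an estimated correlation, 1, 7 and 2 when the set was also a block, and 24, 23 and 25 with fry, which asks whether a list moves on balance in a direction and not whether it moves more than other genes. With fry's test of change in either direction 30, 30 and 29 lists passed. The MLN8237 count at 2-fold was 106 with the set as a block, within the set and with DMSO 4 to 6 alone, and 269 with DMSO 1 to 3 alone, as the DMSO sets differ. Reversed were the reference genes with JQ1 under fry (mean -0.0751), cyclins D and CDK inhibitors with MLN8237 under fry (0.117), and Ncam1 with MLN8237 as the mean of its probe sets (0.0198), for which the cause was not tested. The similarity of the responses was -0.108 to 0.0816 over the divided controls, 0.0816 by array set, and 0.101 as Spearman's rho.

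Whether replicate numbers pair the arrays cannot be told. Same-numbered arrays correlated between -0.24 and 0.19 in their deviations from group means, highest for DMSO 2 with JQ1 2 (0.19) and DMSO 3 with JQ1 3 (0.16). Differently numbered arrays were not compared. The DMSO mean spans both sets, and MLN8237 arrays were set only against DMSO 1 to 3 of the other set. With the replicate number as a block the MLN8237 count at 2-fold was 269, which uses DMSO 1 to 3 only, and the score changes were -3.34 and -2.78, where 3 pairs cannot reach the threshold.

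Leaving out each array in turn gave, in the same order, 6125 to 6683, 3678 to 4815 and 5967 to 6852 genes, 676 to 736, 149 to 194 and 919 to 1003 at 2-fold or more, 13 in each case, 15 to 16 and 7 to 11 lists, score changes of -3.49 to -3.38, -2.99 to -2.68 and -0.74 to -0.43, and a similarity of 0.00407 without JQ1 3 to 0.0463 without DMSO 4. Where this left 2 arrays in a group, the spread was pooled over groups. In the settings not named here each count stayed within 1.5 times its value in the report. Over all settings, values of named genes kept direction and side of the threshold 6849 times, lost the call 221 times, gained it 14 times and reversed once, and lists did so 1661, 59, 61 and 2 times. Genes at log2 5 or more on fewer than 3 arrays were not tested, and changes against a group under log2 5 are bounds. With such means set to 5, 678, 164 and 920 called genes changed 2-fold or more, and no list median moved by more than 0.0202.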

Other observations

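The grouping of genes by symbol stem was chosen after the result was seen, whereas the test of the proliferation genes was planned. Genes were grouped into 183 families of 10 or more by the letters of their symbols, and each was tested with camera with the array set as a block, while the counts and medians given use all DMSO arrays. Family calls are not given with an estimated correlation. For the fixed lists, with the set as a block, it cut the calls from 13 to 1 with JQ1. With MLN8237 it cut them from 16 to 7, and between the compounds from 7 to 2. With MLN8237 29 families passed. Genes of nucleoporins, the proteins of the nuclear pore, fell in 14 of 19 (median -0.25, adjusted p = 3.4e-06), subunits of the RNA polymerases in 15 of 25 (median -0.22, adjusted p = 8.4e-05), and proteins of the large and small mitochondrial ribosome subunits in 24 of 47 (median -0.16, adjusted p = 8.2e-05) and 15 of 29 (median -0.14, adjusted p = 0.00606). Factors of RNA processing and decay fell too, the Lsm genes in 10 of 12 (median -0.24, adjusted p = 0.00208) and the exosome genes in 7 of 10 (median -0.27, adjusted p = 0.00606), as did genes of zinc finger proteins named Zfp in 90 of 313 (median -0.09, adjusted p = 0.00454) while 15 rose. Collagen genes rose in 14 of 35 (median 0.16, adjusted p = 0.0065), the Dusp phosphatases in 8 of 23 (median 0.12, adjusted p = 0.0241), alpha integrins in 5 of 10 (median 0.17, adjusted p = 0.0133) and the syntaxins of membrane fusion in 7 of 13 (median 0.19, adjusted p = 0.0212).

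With JQ1 3 families passed. The secreted metalloproteases of the Adamts family fell in 9 of 11 (median -1.17, adjusted p = 0.00411), the Parp enzymes of ADP-ribosylation in 7 of 11 (median -0.60, adjusted p = 0.0241), and genes named H and a digit, which hold the histones and the MHC genes, rose in 19 of 39 (median 0.16, adjusted p = 2.0e-07). Between the compounds collagen genes were lower with JQ1 in 20 of 35 (median -0.52, adjusted p = 3.0e-05) and genes of TFIID and related factors named Taf higher in 14 of 21 (median 0.32, adjusted p = 0.0103).

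Of the markers listed for fibroblasts, Acta2, Postn, Col3a1 and Col1a2 stood at 14.48, 14.04, 13.84 and 12.61 in DMSO, while Dcn and Thy1 stood at 6.09 and 5.15, values picked after they were seen. In DMSO 8 of 11 fibroblast markers stood at log2 8 or more (median 11.83), against 7 of 25 noradrenergic identity genes (median 6.29). Both counts hold measured members only, and signals of different genes were not put on a common scale. They therefore do not show which cell type the culture resembles more. The cells these transcripts come from were not tested.

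The lower MYCN signature might have rested only on members that are also on the proliferation lists, which of its genes hold Nme1, Mthfd2, Uck2, Pfas, Shmt2 and Pold2. Without these members, shared with the DNA replication, mitosis and nucleotide synthesis lists, the smaller of the falls in score was -2.57, against -2.85 with all members. This argues against these few genes as the whole source of the fall. Whether the members left follow proliferation was not tested, so a link of the score to proliferation stays open.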
